A study of Mus musculus with 2 samples. Its data were reported in "Tumour-associated high endothelial venules drive portal-specific immune evasion in lymph nodes via ALOX12" (2026).

How the data were processed

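The data were 2 single-cell RNA sequencing libraries from mice with EO771-HEVM3 tumours, 1 of primary tumours and 1 of paired lymph nodes, each pooled from 6 mice. The deposited matrices hold raw UMI counts per gene and cell, as whole numbers without normalization. Per the file headers, the authors made these counts with Cell Ranger 5.0.0, while the reporting summary of the study gives a later version. The study methods give the genome as GRCm38.91. The gene list held 22620 genes in both libraries, and how it was shortened is not stated. Cells over 6000 detected genes and over 5% mitochondrial UMIs were still present, so the cell limits of the study methods had not been applied to the deposited counts. Whether the authors removed doublets before deposit is not stated. No file gives cell types or assigns cells to mice, so each matrix counts as 1 sample.

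The comparisons, limits, cell type markers, gene lists, rule for named genes and most alternatives were chosen before the data were examined. With 1 library per group no test was run, and no standard error, p-value or count of changed genes is given. Cells were kept with over 200 and at most 6000 detected genes and at most 5% mitochondrial UMIs. Doublets were scored in each library with Scrublet as in scanpy 1.11.5, with an expected rate of 6% and 30 components. Its automatic threshold marked 391 primary tumour cells (4.27%), which were removed. In the lymph node it marked 0, under the 0.5% below which a caller was taken to have failed. The 616 lymph node cells (5.98%) above the 94th percentile of the score were removed instead.

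Counts were scaled to 10000 per cell and log transformed. Variable genes (2000 per library, combined, found in at least 50 cells) left out all genes of the fixed lists. Cell cycle scores from the gene lists of Seurat 5.3.0 were regressed out, as in the study methods. Cells of both libraries were then clustered together on 30 principal components and 15 neighbours with the Leiden method at resolution 1.0 (igraph 0.11.9). The other packages were python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9. Doublet scoring and clustering used seed 1, and the other random steps used fixed seeds of their own. DoubletFinder, Harmony, inferCNV and CellChat, which the study used, were not available, so no integration was done, and cancer cells were named from keratins and other epithelial markers without copy number.

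Clusters were named from the fixed markers, and the scoring rule was set after the data were seen. A cluster's score for a class was its mean log2 ratio of marker CPM over the 25th percentile of all clusters, with 10 CPM added to each. A name needed at least 3 raised markers. Leading genes were the 10 with the highest CPM over the mean of the other clusters with at least 20 cells, in the library with most of the cluster's cells. Only genes with a UMI in at least 25% of the cluster's cells were ranked. Clusters with markers of more than 1 class were clustered again at resolution 0.5. A cluster stayed unnamed if it still had markers of more than 1 class, if its leading genes held more markers of another class, or if it had no marker of its own among them and either under 20 cells or a median depth under 33.3% of its library's. These rules kept 601 primary tumour cells (6.86%) and 125 lymph node cells (1.29%) out of the classes. Haemoglobin genes were not counted as a further class, since their RNA was found in all clusters.

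Endothelial cells were clustered again at resolution 1.0 on 20 components, with the fixed lists other than Glycam1, Chst4 and Fut7 left out of the variable genes. A subcluster was called HEC-like if at least 1 of these 3 genes was among its 10 leading genes over the other endothelial cells and all 3 were at least 2-fold higher. None of the 7 endothelial subclusters had more leading markers of another class than of its own when set against all other clusters.

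Levels are CPM of UMIs summed over the cells of a class and library, given for classes with at least 20 cells. A count of 0 was given an upper limit of 3 counts. Shares of cells with a UMI were computed after thinning to 1000 UMIs, as the number expected over all random draws, and cells with fewer were left out. The formula was checked against random draws on simulated cells. Log2 ratios added 0.5 count to each sum, and their intervals are exact for the split of the 2 counts. A fold against 0 UMIs is a lower bound against 3 counts. This bound leaves out the counting error of the other count, so the exact 95% limits are smaller folds. The interval of a list median comes from Poisson resampling of the counts, and its percentile from 10000 random lists matched on mean expression. The lists were 7 lipoxygenase genes, 3 HEC genes, 7 class 3 semaphorin genes, 7 receptor genes, 7 RNA editing and sensing genes, 17 interferon response genes and 9 antigen presentation genes.

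Besides these lists, the text names by rule the 5 genes higher and the 5 lower in the lymph node with the largest log2 ratio in each class with at least 100 cells in both libraries. They needed at least 100 UMIs in either library and a level of at least 20% of the highest class of that library. Mitochondrial, ribosomal, immunoglobulin, haemoglobin, predicted and marker genes and Malat1 and Xist were left out. Genes outside this rule, such as those of the endothelial comparison in the closing section, were chosen after their values were seen. Gene positions (1-based) come from GENCODE release M21 of GRCm38, while the authors counted with an earlier annotation release of the same build, and all 77 named or listed genes were found in it. Whether counting used strand is not stated, and of 2 overlapping or closely related genes either may hold reads of the other.

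The ratios and the rule for named genes were tested on simulated counts for 22620 genes, 200 of them changed by known factors. For cancer cells, 94% of the changed genes lay inside their intervals and 10 of the 10 named genes were truly changed, and for T cells 96.5% and 9. These values describe the simulated counts and cannot show how the intervals or the rule hold for the real ones. The intervals cover counting error only, and real UMIs can lie mostly in a single cell, as 108 of 119 for Il13 in primary tumour T cells. Nor do the values show separately how named genes without a UMI in either library, such as Gzmg in lymph node T cells, or the limit set by the highest class fared. Alternatives were a mitochondrial limit of 10%, at least 500 detected genes, doublets kept, each library clustered on its own, Leiden resolution 2.0, and no cell cycle correction. Further ones were mean single-cell CPM, thinning to 500 UMIs or none, HEC-like cells by at least 2 of the 3 genes, and CPM over genes with at least 50 cells and a mean of at least 0.01. Chosen after the data were seen were no upper limit on detected genes and leaving out the cell with most Alox12 UMIs. Left out were receptor-ligand scoring, trajectories, copy number and any RNA editing measure, for which the deposited counts or the installed tools did not suffice.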

Results

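The transcripts of single cells were counted in primary tumours and in lymph nodes of C57BL/6J mice that carried EO771-HEVM3 tumours. EO771 is a mouse breast cancer line, and HEVM3 is a derivative that the study selected in mice over 3 rounds for cells that reached the lung through high endothelial venules. These are the vessels through which lymphocytes enter lymph nodes, and HEC stands for their endothelial cells. Each tissue had 1 library of droplet-based 3′ counts (unique molecular identifiers, UMIs), pooled from 6 mice, and no label assigns a cell to a mouse. With 1 library per group, no difference given here has a replicate check and no test was run. The bracketed 95% intervals are exact Poisson intervals for counts per 1000000 UMIs (CPM) and exact Clopper-Pearson intervals for shares, and both cover counting error only.

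The deposited primary tumour library held 12427 cells and 173317475 UMIs, with medians of 9161 UMIs and 2705 detected genes per cell. The deposited lymph node library held 11617 cells and 122207852 UMIs, with medians of 2630 UMIs and 1096 detected genes. Both files listed the same genes, and no cell had fewer than 500 UMIs. In the primary tumour, 18.6% of cells had over 5% mitochondrial UMIs and 7.03% had over 6000 detected genes. In the lymph node these shares were 2.88% and 8.36%. The cell limits and the removal of doublets (droplets with the RNA of more than 1 cell) left 8756 primary tumour cells, 70.5% [69.6 to 71.3], and 9689 lymph node cells, 83.4% [82.7 to 84.1]. The alternative that moved the primary tumour share most was a mitochondrial limit of 10%, at 84.3%, and for the lymph node it was no upper limit on detected genes, at 91.3%. The kept cells had medians of 9383 UMIs in the primary tumour and 2324 in the lymph node.

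The first comparison asked which cell classes each tissue held. Clustering of both libraries together gave 40 clusters and subclusters, of which 33 took a class name from fixed markers and 7 took none. Each class name is short for cells like that type by these markers. The names were rebuilt from the counts, so differences from the study may come from them. Cancer cells were 69.7% [68.8 to 70.7] of the primary tumour library (6106 cells) and 6.19% [5.72 to 6.69] of the lymph node library (600 cells). T cells were 6.64% [6.12 to 7.18] and 38.1% [37.1 to 39.1] (581 and 3691 cells). B cells were 0.103% and 47.6% [46.6 to 48.6] (9 and 4612 cells). Macrophages were 5.52% and 0.155% (483 and 15 cells), and fibroblasts 2.80% and 0.0413% (245 and 4 cells). Endothelial cells were 0.594% [0.444 to 0.778] and 1.99% [1.72 to 2.29] (52 and 193 cells). The study also sequenced sorted endothelial cells of lymph nodes. The labels of this library name no sorting but do not exclude that such cells were added, in which case these shares would not be those of the tissue. Clusters without a name held 6.86% of the primary tumour cells and 1.29% of the lymph node cells. The alternative that moved the primary tumour share of cancer cells most was keeping doublets, at 66.5%. In the lymph node the shares of cancer and endothelial cells moved most without the upper limit on detected genes, to 5.46% and 3.23%. Lymph node cells without a name then rose from 125 to 959, so these shares also depended on the naming.

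Most clusters came almost entirely from 1 library, and such a cluster may be that library and not a cell type. Cluster 21 held 512 of the 600 lymph node cancer cells (85.3%) and 4 primary tumour cells. It was led by Tff2, Krt19 and Id1 and had a median of 36232 UMIs per cell. Cluster 6, led by Tff1 and Tff2, held 61 lymph node and 1192 primary tumour cancer cells. Among T cells, cluster 3, led by Cd8a and Cxcr6, held 83.5% of the primary tumour cells and 0.569% of those of the lymph node. Clusters 10 and 15 held 34.0% and 45.4% of the lymph node T cells. Heat shock genes (Hspa1a, Hspa1b, Dnajb1) led the T cells of cluster 4.1, which held 138 lymph node cells.

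The study defined HECs as endothelial cells with Glycam1, Chst4 and Fut7. In the GRCm38 annotation, Glycam1 (ENSMUSG00000022491) lies on chromosome 15 at 103562759 to 103565081, Chst4 (ENSMUSG00000035930) on chromosome 8 at 110029153 to 110039740 and Fut7 (ENSMUSG00000036587) on chromosome 2 at 25423267 to 25426374. Clustering the endothelial cells on their own gave 7 subclusters, and 2 of them (18 and 41 cells) were led by these genes. Their 59 cells, all from the lymph node, are called HEC-like and made up 0.609% [0.464 to 0.785] of that library. Under the alternatives the class ranged from 31 cells (mitochondrial limit 10%) to 89 cells (no upper limit on detected genes), which the counting interval does not cover. Only 45 lymph node endothelial cells had a UMI of at least 2 of the 3 genes, so some of the 59 cells fell short of that. The primary tumour had 0 of 8756 cells in this class, which allows a share of up to 0.0343%. Stress and chemokine genes were also among the leading genes of these subclusters, such as Mdm2 and Cxcl2 in the smaller and Hspa5, Ccl2 and Cxcl10 in the larger. The 3 defining genes describe the class and are not results. HEC-like cells held 90.3% of the kept Glycam1 UMIs of the lymph node, 92.4% of the Chst4 UMIs and 89.1% of the Fut7 UMIs. Heat shock genes were among the leading genes of 2 other endothelial subclusters, Hspa1a and Hspa1b in subcluster 1 (48 cells) and Cryab in subcluster 4 (45 cells). A further subcluster of 12 endothelial cells was led, over the other endothelial cells, by lymphocyte genes such as Trbc2 and Ptprc.

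The next comparison asked which cells express Alox12 (ENSMUSG00000000320), an arachidonate lipoxygenase gene with 16 annotated exons on chromosome 11 at 70241457 to 70255353, minus strand. The kept lymph node cells held 1224 Alox12 UMIs and the kept primary tumour cells 16. HEC-like cells had 617 UMIs, a level of 344 CPM [317 to 372] and 50.4% [47.6 to 53.2] of the kept lymph node UMIs. The alternative that moved this level most was clustering each library on its own, which gave 699 CPM. In that setting the HEC-like class had 51 cells, 1 of which held 458 Alox12 UMIs, and without that cell the level was 387 CPM. In the main setting, 24 of the 59 HEC-like cells had no Alox12 UMI, 15 had 10 or more and the median was 2. The cell with most held 130 UMIs, and without it the level was 277 CPM [253 to 303].

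The other lymph node endothelial cells had 50.04 CPM of Alox12 [40.7 to 60.9], or 22.0 CPM [16.0 to 29.6] without 1 cell that held 56 of the 100 UMIs. B cells had 51.0 CPM [46.6 to 55.7] and 40.3% of the kept lymph node UMIs. This value rested on 1 cell with 458 Alox12 UMIs among its 4243, and without it B cells had 3.62 CPM [2.52 to 5.03]. Of the 35 UMIs then left, 23 lay in 1 further cell, so this lower level also rested mostly on 1 cell. The B-class cell with 458 Alox12 UMIs also held 99 Glycam1, 18 Chst4 and 7 Fut7 UMIs, and the one with 23 held 25, 13 and 7. The other endothelial cell with 56 held 11, 16 and 14. The division of Alox12 UMIs between HEC-like, B and other endothelial cells therefore depended on how these cells were named. The cell with 458 UMIs alone held 37.4% of the kept Alox12 UMIs of the lymph node, and the 5 cells with most held 65.7%. Lymph node T cells had 0.471 CPM [0.173 to 1.03] and lymph node cancer cells 0.248 CPM [0.0807 to 0.580].

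In the primary tumour, the 52 endothelial cells had 7 Alox12 UMIs in 6 cells, a level of 17.3 CPM [6.97 to 35.7]. The other classes of that library had 9 UMIs together, a level of 0.0866 CPM [0.0396 to 0.164]. Macrophages had 1.69 CPM [0.461 to 4.33] and cancer cells 0.0412 CPM [0.0112 to 0.106]. T cells had 0 UMIs, which allows up to 2.41 CPM. The difference between lymph node HEC-like cells and primary tumour endothelial cells therefore rested on 617 against 7 UMIs.

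**Figure D1:**
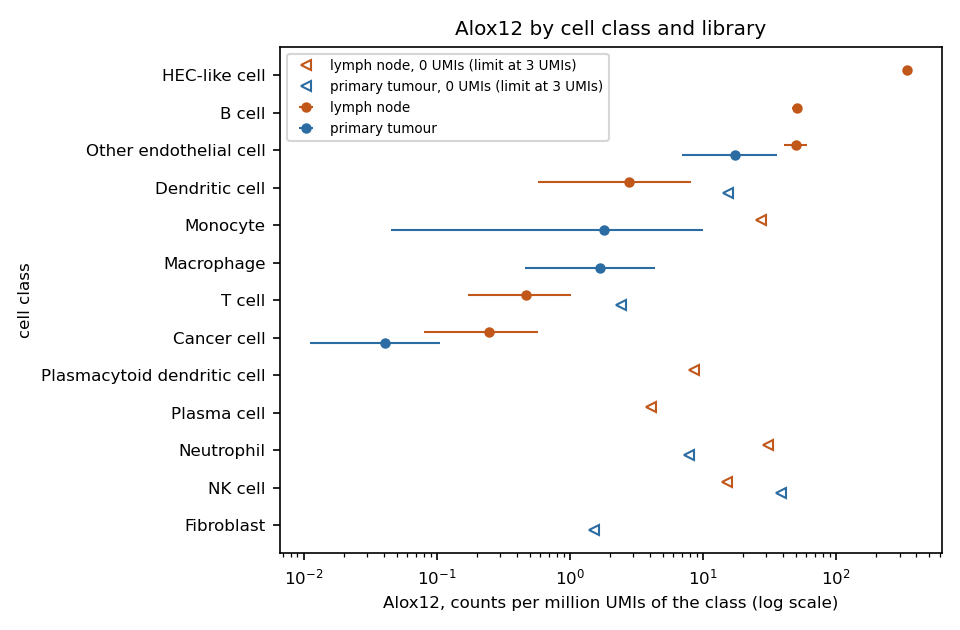
Alox12 in CPM of each cell class with at least 20 cells, on a log axis, for the lymph node and the primary tumour library. Points are levels with exact Poisson intervals, and open triangles mark the limit that 0 UMIs allow. HEC-like cells (344 CPM) lie above every other class. The B cell level (51.0 CPM) rests on 1 cell that also held Glycam1, Chst4 and Fut7 UMIs.

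The share of cells with an Alox12 UMI was compared after thinning each cell to 1000 UMIs and leaving out shallower cells. It was 18.2% [9.08 to 30.9] of HEC-like cells, with 4 cells left out, and 1.52% [0.0527 to 11.1] of primary tumour endothelial cells, with 4 left out. It was 1.73% [0.198 to 5.75] of the other lymph node endothelial cells, with 11 left out, and 0.191% [0.0906 to 0.376] of B cells, with 69 left out. Lymph node T cells, which should lack the gene, had 0.0436% [0.00660 to 0.197], with 23 left out. Without thinning the shares were 59.3%, 11.5%, 5.97%, 0.304% and 0.135%. Median UMIs per cell were 31271 in HEC-like cells, 6104 in primary tumour endothelial cells, 8493.5 in the other lymph node endothelial cells, 1799 in B cells and 2991 in T cells.

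The other lipoxygenase genes of the fixed list had far fewer UMIs in lymph node endothelial cells. Alox8 had 5.01 CPM and Aloxe3 3.34 CPM in HEC-like cells, their highest classes in the lymph node. Alox5 was highest in primary tumour neutrophils at 21.1 CPM, and Alox15 in primary tumour macrophages at 0.846 CPM [0.102 to 3.06], from 2 UMIs. Alox12e had 7 UMIs in primary tumour cancer cells and 0 in the lymph node classes. Alox12b had 0 UMIs in all classes of both libraries.

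The study also asked which cells make Sema3c (ENSMUSG00000028780, chromosome 5 at 17574281 to 17730268, plus strand, 26 annotated exons), a secreted semaphorin. Cancer cells held 98.4% [98.2 to 98.6] of the kept Sema3c UMIs of the primary tumour (12493 of 12691) and 97.6% [96.8 to 98.3] of those of the lymph node (1809 of 1853). Their levels were 129 CPM [126 to 131] and 89.9 CPM [85.8 to 94.1]. The alternative that moved the primary tumour level most was the mean of single-cell CPM, at 118 CPM. Primary tumour fibroblasts had 47.4 CPM [38.3 to 58.1], endothelial cells 42.1 CPM [24.5 to 67.4] and neutrophils 39.6 CPM [22.2 to 65.3]. These endothelial cells also held 429 CPM of Krt8 and 325 CPM of Krt18, keratins of the cancer cells, so RNA of cancer cells was not excluded as a source of their Sema3c. HEC-like cells had 6.13 CPM [3.06 to 10.96].

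After thinning, 10.8% [10.0 to 11.6] of primary tumour cancer cells had a Sema3c UMI, with 79 cells left out, and 8.88% [6.72 to 11.5] of lymph node cancer cells, with 3 left out. Fibroblasts had 4.38% [2.02 to 7.56], with 6 left out. Primary tumour T cells, which should lack the gene, had 0.784% [0.242 to 2.25], with 129 left out. The unthinned shares were 62.6%, 84.5%, 17.6% and 1.20%, at median depths of 14076, 35080, 5918 and 1559 UMIs. Among the other class 3 semaphorins, Sema3f was highest in primary tumour endothelial cells at 196 CPM, as were Sema3g at 61.9 CPM and Sema3a at 14.9 CPM. Sema3b was highest in primary tumour cancer cells at 26.7 CPM, close to neutrophils at 23.8 CPM [10.9 to 45.1]. Sema3d and Sema3e were highest in primary tumour fibroblasts at 4.08 and 5.61 CPM.

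A related comparison asked which cells carry both Nrp2 and Plxna1, the genes of a receptor pair for semaphorins. Nrp2 (ENSMUSG00000025969) lies on chromosome 1 at 62703285 to 62818695 and Plxna1 (ENSMUSG00000030084) on chromosome 6 at 89316314 to 89362620. In the primary tumour, Nrp2 was at 403 CPM [319 to 503] in dendritic cells, 300.0 CPM [278 to 323] in macrophages and 176 CPM [137 to 222] in endothelial cells. In the lymph node it was at 188 CPM [163 to 216] in dendritic cells and 56.8 CPM [34.7 to 87.8] in plasmacytoid dendritic cells. HEC-like cells had 47.9 CPM [38.3 to 59.2] and the other lymph node endothelial cells 34.5 CPM [26.9 to 43.7]. Plxna1 was at 60.5 CPM [51.0 to 71.3] in primary tumour macrophages, 28.8 CPM [16.5 to 46.8] in monocytes and 24.8 CPM [11.9 to 45.6] in endothelial cells. It was at 16.2 CPM [10.8 to 23.2] in HEC-like cells and 20.6 CPM [18.7 to 22.7] in lymph node cancer cells. Primary tumour cancer cells, with 86.2 CPM of Nrp2 and 24.1 CPM of Plxna1, and fibroblasts, with 82.1 and 27.0 CPM, were above HEC-like cells for both genes. Primary tumour dendritic cells had 0 Plxna1 UMIs, which allows up to 15.3 CPM.

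The macrophage level depended on 1 cluster. Cluster 16, with 241 primary tumour cells led by Cxcl5, Lpl and Gpnmb, had 496 CPM of Nrp2 and 97.8 CPM of Plxna1. Cluster 9.1, with 227 cells led by Ccl8 and C1qc, had 103 and 22.2 CPM. The alternative that moved the macrophage level of Nrp2 most was keeping doublets, which gave 88.4 CPM, and 259 of the 483 cells then lost the macrophage name.

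**Figure D2:**
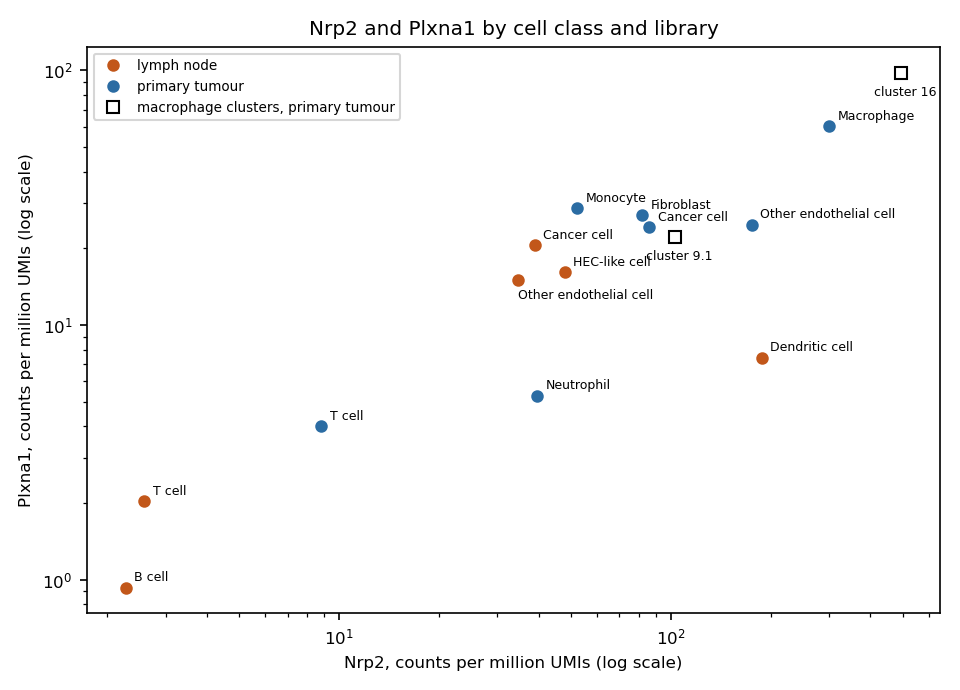
Nrp2 against Plxna1 in CPM, both on log axes, for each cell class with at least 20 cells and for the larger macrophage clusters. The 7 classes with 0 UMIs of either gene are not drawn; macrophage cluster 16 lies highest for both genes, at 496 and 97.8 CPM.

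After thinning to 1000 UMIs, 1.95% [0.925 to 3.79] of primary tumour macrophages had a UMI of both genes, with 36 cells left out. The share was 0.207% [0.103 to 0.348] in primary tumour cancer cells, with 79 left out. In HEC-like cells it was 0.106%, with 4 of 59 cells left out, and its interval reached 6.49%. In primary tumour T cells, which should lack both, it was 0.00415%, with 129 left out and an interval up to 0.813%. Without thinning the shares were 16.6%, 20.3%, 30.5% and 0.344%, in the order of these 4 classes, and their median depths were 3857, 14076, 31271 and 1559 UMIs. Depth therefore limited this comparison for HEC-like cells.

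Of the other receptor genes, Nrp1 was highest in primary tumour endothelial cells at 245 CPM, as were Plxnd1 at 367 CPM, Plxna2 at 141 CPM and Plxna4 at 12.4 CPM. Plxna3 was highest in primary tumour cancer cells at 2.69 CPM, close to neutrophils at 2.64 CPM.

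The comparison of lymph node with primary tumour cancer cells asked whether the fixed gene lists differed between the sites. In cultured cancer cells treated with the metabolite that ALOX12 makes, the study traced a lower interferon response to RNA editing. It saw no appreciable change there in the protein that Adar encodes. It placed the effect on immunogenicity mostly in the lungs, once cells had left the node. The study did not report these lists by site, so the ratios below do not test its claim. The 600 lymph node cancer cells had 20128751 UMIs and the 6106 of the primary tumour 97042602. Over the 10732 genes with at least 100 UMIs in either library, the median log2 ratio of CPM (lymph node over primary tumour) was -0.17. Ratios below are not corrected for this shift.

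The interferon response list (17 genes) had a median log2 ratio of -1.58, with a counting interval from -1.90 to -1.54. That median was at percentile 0 of 10000 random lists matched on mean expression, whose own median was -0.23. In this list 15 genes were lower in the lymph node and 2 were higher, Ifit3 at 2.27 and Mx1 at 1.30. The alternative that moved this median most was the mean of single-cell CPM, at -1.34. The antigen presentation list (9 genes) had a median of -1.62, from -1.84 to -1.45, also at percentile 0, with 8 genes lower and H2-K1 higher at 2.14. The RNA editing and sensing list (7 genes) had a median of -0.81, from -1.15 to -0.62, at percentile 2.76, with all 7 genes lower. These percentiles describe this pair of libraries and are not tests.

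Adar (ENSMUSG00000027951, chromosome 3 at 89715022 to 89753446) was at 5.56 CPM in lymph node and 19.2 CPM in primary tumour cancer cells, a log2 ratio of -1.78 [-2.07 to -1.51]. The ratios of Zbp1 and Ifih1 were -2.60 and -0.81, and those of Tap1 and B2m -2.48 and -1.17. Mavs, Adarb1, Rsad2, Oasl1 and H2-D1, with ratios from -0.11 to -0.03, were not lower than the median of all genes. Among receptor and ligand genes, the ratio was -0.52 [-0.59 to -0.45] for Sema3c, -1.14 [-1.25 to -1.04] for Nrp2 and -0.23 [-0.38 to -0.08] for Plxna1.

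**Figure D3:**
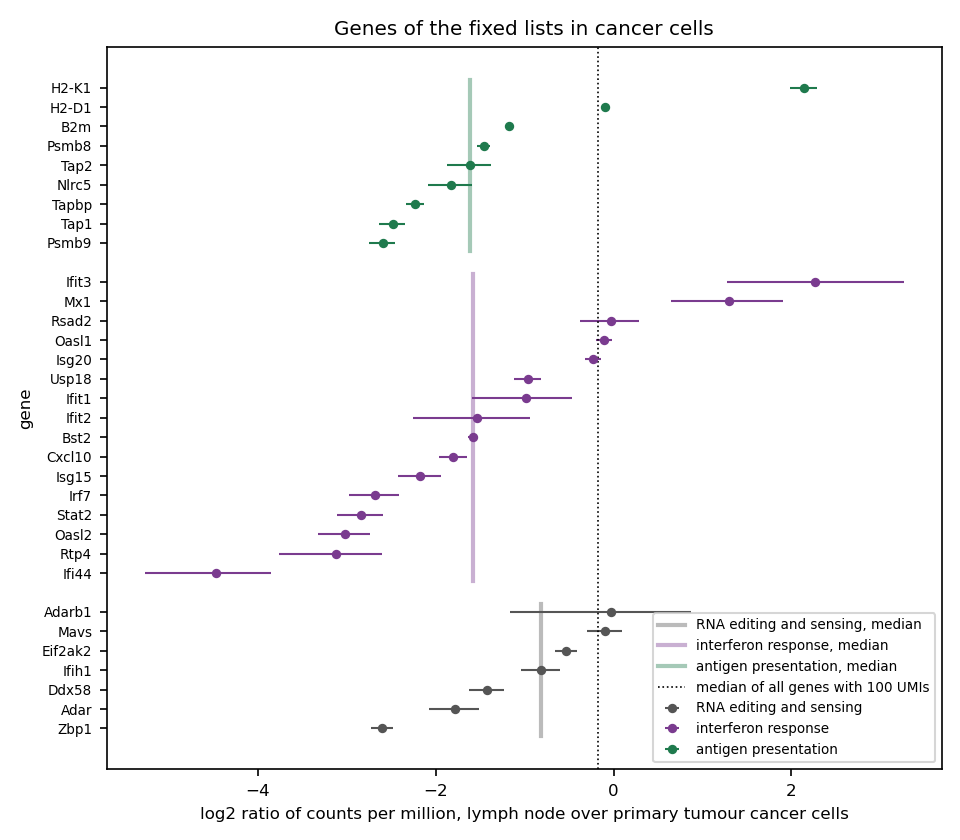
Log2 ratio of CPM, lymph node over primary tumour cancer cells, for the genes of the 3 fixed lists except 1 interferon response gene, with counting intervals. Thick lines are the list medians (-0.81, -1.58 and -1.62 for RNA editing and sensing, interferon response and antigen presentation), and the dotted line is the median of all genes (-0.17).

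By the fixed rule, the genes named as higher in lymph node cancer cells were Xlr3b, Krt33b, S100a3, Nrn1 and Padi3, with log2 ratios of 5.52, 5.28, 4.25, 4.05 and 4.03. Nrn1 (ENSMUSG00000039114, chromosome 13 at 36725361 to 36735131) was the most abundant of them, at 99.9 CPM [95.5 to 104] against 6.03 CPM [5.55 to 6.54]. Named as lower were H60c, Krt17, Mybpc2, Gbp2 and Irgm2. H60c, Krt17 and Mybpc2 had 0 lymph node UMIs and were at least 23.7-fold, 15.9-fold and 9.06-fold lower. Gbp2 (ENSMUSG00000028270, chromosome 3 at 142620602 to 142638008) was at 2.48 CPM [1.84 to 3.27] against 128 CPM [125 to 130], a log2 ratio of -5.67, and Irgm2 had -5.05. No single cell held over 5.65% of the UMIs of these genes in the library where each was higher, but 15 of the 50 lymph node UMIs of Gbp2 were in 1 cell. Xlr3b, Krt33b, Krt17, Padi3 and Gbp2 have genes of the same family nearby, and S100a3 and Irgm2 overlap another gene on the same strand, so their counts are uncertain.

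T cells were the other class with at least 100 cells in both libraries. Their median log2 ratio over 7256 genes was -0.33, and they fell mostly in different clusters in each tissue, so these ratios mix kinds of T cell. Named as higher in the lymph node were Dcpp3, Dcpp2, Sostdc1, Dapl1 and Cdkn1c. Dcpp3, Dcpp2, Sostdc1 and Cdkn1c had 0 UMIs in primary tumour T cells and were at least 8.92-fold, 6.94-fold, 4.53-fold and 4.40-fold higher. Dcpp3 and Dcpp2 had 38.3% and 37.6% of their T cell UMIs in 1 cell, and without it these bounds were 5.51-fold and 4.33-fold. B cells of the same library had 25.02 CPM of Dcpp3, above the 21.5 CPM of T cells. Dapl1 (ENSMUSG00000026989, chromosome 2 at 59484653 to 59505020) had 962 lymph node and 3 primary tumour UMIs, a log2 ratio of 4.75 [3.42 to 7.25].

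Named as lower in lymph node T cells were Gzmg, Gzme, Ccl1, Gzmf and Il13. Gzmg and Gzme had 0 lymph node UMIs and, set against 3 counts, were at least 429.8-fold and 348-fold lower. Their exact 95% limits were smaller, at log2 ratios of -8.43 and -8.12. Gzmg lay in 9 primary tumour cells, 1 of which held 48.4% of its UMIs, and without it the bound was 223-fold. Ccl1 had 2 lymph node and 292 primary tumour UMIs, a log2 ratio of -10.23 [-13.60 to -8.68], from 14 primary tumour cells, and -9.43 without the cell that held 126 of them. Gzmf, with 577 primary tumour UMIs in 33 cells, had a ratio of -9.28 [-10.49 to -8.42]. Il13 had a ratio of -7.01 that rested on 1 cell with 108 of its 119 primary tumour UMIs, and without that cell the ratio was -3.65. The Gzm and Dcpp genes and Ccl1 lie near genes of the same family, and Dcpp2 overlaps Dcpp1 on the same strand, so reads may be split among them. The alternatives for T cells were the mean of single-cell CPM, which moved the named genes most and shared 8 of the 10, and keeping doublets, which shared 9. Under both, Il13 was no longer named and Itga1 was. Under the mean of single-cell CPM, Dapl1 was no longer named and Mvk was. Primary tumour T cells fell from 581 to 77 with at least 500 detected genes and to 279 with each library clustered on its own. The T cell comparison was not rerun under those settings, so its dependence on them is not known.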

Values the study reported

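In a separate comparison of endothelial cells isolated from mammary vessels and lymph nodes, the study listed 115 genes that were higher in HECs than in other blood vessel endothelial cells and also rose in nodes of tumour-bearing mice. The single-cell libraries described here were part of its follow-up of Alox12, which headed that list.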

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

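The test of free RNA from cluster 2.4 was chosen after the result was seen, and the 3 tests of the left-out Alox12 UMIs were planned.

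Lymph node cells left out by the cell limits or as doublets held 534 Alox12 UMIs, a signal in cells that the comparisons did not use. They lay in 54 of 1928 cells, beside 1224 UMIs in the kept lymph node cells. Free RNA is argued against, since 14 cells with 10 or more UMIs held 83.9% of them and free RNA would leave 1 or 2 per cell. The upper limit on detected genes accounts for most of the loss, because cells over 6000 detected genes held 84.5% of these UMIs. Those 971 cells also held 5115 Glycam1 UMIs. Doublets of a high endothelial cell and another cell stay open. Of the 14 cells, 21.4% [4.66 to 50.8] carried keratin, B cell or T cell transcripts at the 25th percentile of those classes or above, against 10.2% [3.82 to 20.8] of the kept HEC-like cells. Doublets cannot be told apart from large single cells here because 14 cells are too few. The limit therefore may have removed high endothelial cells, and no biological explanation was tested.

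The 7 lymph node cells of cluster 2.4, which took no class name, held 93223 Dcpp3 UMIs, a signal in cells outside every comparison. The kept lymph node cells held 93847 in all, and 1 cell of cluster 2.4 alone held 38935. Dcpp1, Dcpp2 and Dcpp3 made up 66.5% of all UMIs of the cluster, and Bpifa2 had 10132 UMIs there, 67 in the other kept lymph node cells and 0 in the primary tumour. Free RNA of these cells is a candidate source of the Dcpp3 and Dcpp2 UMIs in lymph node T cells. Without the cell with most, B cells held 0.0419 Dcpp3 UMIs per cell [0.0362 to 0.0482] and T cells 0.0458 [0.0392 to 0.0532], and primary tumour T cells held 0. The other values were less even. Cancer cells of the lymph node held 0.0952 [0.0721 to 0.123] of Dcpp3, T and B cells held 0.0360 and 0.0286 of Dcpp2, and 0.0217 [0.0172 to 0.0270] and 0.0130 [0.00993 to 0.0167] of Dcpp1. Free RNA may therefore not account for all of these UMIs, and the naming of Dcpp3 and Dcpp2 as higher in lymph node T cells is open to this source. The 3 Dcpp genes are close relatives, so the split of reads among them is uncertain. Where the 7 cells came from was not tested, and a difference between the tissues stays open as untested.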

How the results depend on the processing

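No list median changed sign under an alternative, while single gene ratios were not rerun, and the mean of single-cell CPM removed the difference in Alox12 between HEC-like and other lymph node endothelial cells. Of 171 values under alternatives for 22 results, 117 stayed the same and 54 moved. A value counted as the same within the counting interval of the main value, or, for the number of named T cell genes shared, within 1.5 times of it. No upper limit on detected genes and leaving out the cell with most Alox12 UMIs were chosen after the data were seen. No paired analysis was possible because each group had 1 library, and the shared replicate number was not tested. Except where a cause is given, the cause was not tested. The values below that are not otherwise described are CPM.

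A mitochondrial limit of 10% kept 84.3% of primary tumour and 84.8% of lymph node cells by its own construction. It gave Alox12 levels of 525 in HEC-like and 74.97 in other lymph node endothelial cells, 133 for Sema3c in primary tumour cancer cells and 251 for Nrp2 in macrophages. At least 500 detected genes kept 66.2% of primary tumour cells, with 72.8% cancer cells, and gave 394 for Alox12 in HEC-like cells. Keeping doublets kept 73.6% and 88.7% of the cells, with 66.5% cancer cells in the primary tumour, and resolution 2.0 gave 67.7% cancer cells.

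Nrp2 in macrophages was 90.5 with at least 500 detected genes, 88.4 with doublets kept, 98.7 with each library clustered on its own and 97.47 at resolution 2.0. In the same order Plxna1 was 24.97, 23.7, 26.7 and 27.9, and the share of macrophages with both genes was 0.260%, 0.174%, 0.275% and 0.352%. The cause was the loss of the macrophage name by 270, 259, 276 and 239 of the 483 cells, most of which became unnamed. Those cells had Nrp2 levels from 433 to 487, and those that kept the name from 104 to 107.

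Clustering each library on its own gave Alox12 levels of 699 in HEC-like and 3.62 in B cells. The cell with 458 UMIs had left the B cell class for the HEC-like class, and without it the HEC-like level was 387. It also gave 67.9 for Alox12 in other lymph node endothelial cells and -1.54 for the interferon response list.

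No upper limit on detected genes kept 75.3% and 91.3% of the cells, with cancer cells at 72.0% and 5.46% and lymph node endothelial cells at 3.23%. Lymph node cells without a name rose from 125 to 959, while those named cancer cells went from 600 to 579. The lymph node shares therefore also depended on the naming. Alox12 was then 233 in HEC-like and 19.4 in other lymph node endothelial cells, Sema3c 138 and 84.8 in cancer cells, and Nrp2 327 in macrophages.

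The mean of single-cell CPM gave Alox12 levels of 568 in HEC-like, 569 in other lymph node endothelial and 26.9 in B cells. The first 2 were no longer apart, which came from shallow cells. Without 1 cell with 56 of 866 UMIs the second was 87.5, and without 1 cell with 7 of 674 the first was 399. It gave 118 and 94.3 for Sema3c and -1.34 for the interferon response list. HEC-like cells by at least 2 of the 3 genes had 526 of Alox12. Without the cell with most Alox12 UMIs the levels were 277, 22.0 and 3.62.

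Thinning to 500 UMIs gave 5.62% of primary tumour cancer cells with Sema3c and 0.556% of macrophages with both receptor genes, and no thinning gave 62.6% and 16.6%, as depth sets these shares. Without thinning 59.3% of HEC-like cells had Alox12.

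Among the results that stayed, Alox12 in primary tumour endothelial cells ranged from 13.1 to 18.2, and Nrp2 in HEC-like cells from 43.6 to 52.5. The median of the RNA editing list ranged from -1.03 to -0.69 and that of antigen presentation from -1.78 to -1.59. No HEC-like cell was found in the primary tumour under any setting. Few endothelial cells in the primary tumour (52) limit what its Alox12 level can show.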

Other observations

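The tests of the 1 B-class cell, of the endothelial markers, of Hmga2, of the mix of primary tumour clusters, of RNA of immune classes other than macrophages, of free RNA in primary tumour endothelial cells and of platelet RNA in HEC-like cells were chosen after the results were seen. The other tests below were planned.

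The interferon response and antigen presentation lists were lower in lymph node cancer cells. A difference in UMIs per cell is argued against, because the interferon median was -2.04 among cells with between 27701 and 39708 UMIs (300 lymph node and 730 primary tumour cells), and the antigen presentation median was -1.97. RNA of macrophages is argued against, since the share of it that the C1q genes allow would carry 0.426 CPM of Gbp2 where 128 CPM was measured, and 0.121 CPM of Irf7 where 35.6 CPM was measured. RNA of T cells, NK cells, monocytes, neutrophils and dendritic cells is argued against, since the shares that their markers allow would together carry 0.706 CPM of Gbp2 and 0.235 CPM of Irf7. RNA of the unnamed clusters was not tested. A different mix of the primary tumour clusters is argued against as the whole cause for both lists, by their summed CPM. The lowest primary tumour cluster had 503 CPM of the interferon list and 2160 CPM of the antigen presentation list, and lymph node cancer cells had 383 and 1515 CPM. All primary tumour cancer cells together had 1141 and 2833 CPM, so a different mix could still account for part of the drop. These sums weigh abundant genes most and are not the list medians. For the RNA editing list the lowest cluster had 75.1 CPM, under the 95.2 CPM of the lymph node. There this test does not exclude a different mix even as the whole cause. A difference in the clusters the cells fall in stays open. Within cluster 6 (61 and 1192 cells) the medians were 0.30 [0.11 to 0.45] for interferon response, -0.05 for antigen presentation and 0.24 for RNA editing. Most lymph node cancer cells (85.3%) were in cluster 21. The cluster and the state of the lists cannot be told apart, because the clustering left out the list genes but used Gbp2, an interferon-linked gene that was itself lower, so the change may have helped to sort the cells. Whether cluster 21 reflects the tissue, the pool of mice or the library was not tested.

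One cell of the B class held 458 Alox12 UMIs. Free RNA is argued against, as the other 4611 cells of the class held 0.00759 Alox12 UMIs per cell. A doublet of a B cell and a high endothelial cell stays open. Alox12 made up 10.8% of the cell's UMIs and at most 1.04% of those of any HEC-like cell, but it made up 6.47% in 1 other endothelial cell with 56 of 866 UMIs, which also held Glycam1, Chst4 and Fut7. A doublet cannot be told apart from a single cell here because that cell shows that the HEC-like range is no ceiling. The cell also held 99 Glycam1, 18 Chst4 and 7 Fut7 UMIs, 9 of Cd79a and 0 of Pecam1, Cdh5 and Egfl7. What the cell is stays open, and no biological explanation was tested. Another cell of the B class held 23 of the 35 Alox12 UMIs of the other cells. It also held 25 Glycam1, 13 Chst4 and 7 Fut7 UMIs and was not tested.

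Alox12 UMIs in primary tumour endothelial cells are argued not to be free RNA, since the level of the other classes would give 0.0350 UMIs where 7 were found. Platelet RNA stays open and cannot be told apart from expression by the cells. The 6 cells with an Alox12 UMI had 265 CPM [157 to 418] of platelet markers against 65.6 CPM [41.1 to 99.3] in the other 46, but these rested on 18 UMIs in 2 cells. In HEC-like cells platelet RNA is argued against, because the platelet markers had 16 UMIs there and Alox12 had 617.

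Most endothelial markers were lower in lymph node than in primary tumour endothelial cells, with log2 ratios of -3.76 for Kdr, -2.74 for Cdh5 and -2.69 for Pecam1. Dilution by RNA of other cells is argued against as the whole cause, because Egfl7 had 0.0069 [-0.18 to 0.21] and dilution lowers all markers alike. Hmga2 was higher there, at 443 against 4.96 CPM, a ratio of 6.16 [4.63 to 9.53] that rested on 2 primary tumour UMIs. Cancer cells or their RNA are argued against, since lymph node cancer cells had 3.63 CPM of Hmga2. Procr was also higher, at 2.80. Mdm2 and Cxcl10 had 2.53 and 3.87, but these rested mostly on HEC-like cells (1415 and 3227 CPM). The other lymph node endothelial cells had 182 and 291 CPM against 131 and 114 CPM in the primary tumour. A difference between the tissues, their vessel types or the handling of the libraries stays open as untested.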
